# Transcriptomic Profiling of Breast Cancer Cells Induced by Tumor-Associated Macrophages Generates a Robust Prognostic Gene Signature

**DOI:** 10.3390/cancers14215364

**Published:** 2022-10-31

**Authors:** Meijun Long, Jiajie Wang, Mei Yang

**Keywords:** macrophage, TAM, breast cancer, gene signature

## Abstract

**Simple Summary:**

Macrophage, as the most abundant non-cancerous cell in tumor and one of the major immune cells, plays a critical role in tumor. On the one hand, it is an essential part of immune function. On the other hand, tumor-associated macrophages (TAMs) promote tumorigenesis in multiple ways. To fully analyze TAMs impact on breast cancer and explore the underlying mechanism, we employed a simplified and indirect cell model to identify the genes regulated by TAMs and developed a prognostic gene signature based on them. The gene signature exhibited good prognostic ability in overall survival, distant metastasis-free survival and disease-free survival. It also related with various clinical and biological features of breast cancer, which further strengthens TAMs’ full dimensional role in breast cancer development, encouraging more therapies targeting TAMs and providing a prognostic gene signature with potential clinical applications.

**Abstract:**

Breast cancer, one of the most prevalent neoplasms in the world, continues attracting worldwide attention. Macrophage, as the most abundant non-malignant cell in tumor, plays critical roles in both immune surveillance and tumorigenesis and has become a cell target of immunotherapy. Among all macrophages, tumor-associated macrophage (TAM) is regarded as the main force to promote tumorigenesis. To get an overall view of its impact on breast cancer, we employed a simplified and indirect coculturing cell model followed by RNA-sequencing to detect cancer cell’s transcriptomic response induced by TAM and a prognostic gene signature was constructed based on it. Evidence from both cell models and clinical samples strengthened TAM’s full-dimensional impact on breast cancer, involved in almost all known signal pathways dysregulated during tumorigenesis from transcription, translation and molecule transport to immune-related pathways. Consequently, the gene signature developed from these genes was tested to be powerful in prognostic prediction and associated with various clinical and biological features of breast cancer. Our study presented a more complete view of TAM’s impact on breast cancer, which strengthened its role as an important therapy target. A 45-gene signature from the TAM-regulated genes was developed and shown potential in clinical application.

## 1. Introduction

After so many years, cancer is still an important public health problem and a leading cause of death around the world, and breast cancer is the most commonly diagnosed neoplasm [1]. Although great advances have been made in the clinical management of breast cancer in the last decade, there is still a need for better, simpler and more convenient ways to evaluate prognosis, which is crucial for disease surveillance and optimizing treatment strategies.

Solid tumor is composed of extracellular matrix and a mixed population of both malignant and non-malignant cell types, such as endothelial cells, fibroblasts, stromal cells and inflammatory cells [2]. On the one hand, malignant cells continue evading the immune system by secreting chemotactic tumor-promoting proteins, for example C-C motif chemokine ligand 2 (CCL2) [3,4,5], which directs inward migration and transformation of leukocyte sub-populations (LSPs) to promote tumor initiation and promotion. Types of transformed LSPs within the tumor microenvironment include, but are not limited to, tumor-associated macrophages (TAMs), tumor-associated neutrophils, T-regulatory cells, myeloid-derived suppressor cells, metastasis-associated macrophages and cancer-associated fibroblasts [6]. The crosstalk between malignant and non-malignant cells in tumor is not unidirectional, and non-malignant cells not only provide a favorable microenvironment for tumor growth, invasion and metastasis but also directly enhance the malignancies of tumor cells, including increased proliferation, motility, invasiveness, drug-resistance and metabolism [7,8,9,10,11,12]. Among all the non-malignant cells in tumor, TAMs are the most abundant inflammatory cells and associated with poor patient outcome in multiple types of cancer [9,13,14].

In breast cancer, more than 90% of TAMs are originated from monocytes in the blood [15], which play a critical role in tumorigenesis. In quantity, it is one of the major components of the tumor microenvironment, ranging between 30% and 50% in malignant tissue [16,17]. Functionally, high infiltration of TAMs has been proven to be associated with poor survival rates of breast cancer [18,19,20].

In the present study, we employed the indirect coculturing model of breast cancer cells and TAMs to identify the transcriptomic response of breast cancer cells to TAMs and got a 45-gene prognostic signature from the differentially expressed (DE) genes by LASSO cox regression analysis, which was further demonstrated to be a novel and robust predictor for risk stratification. The result strengthens TAMs’ critical role in the initiation and development of breast cancer and may contribute to strategizing personalized cancer management.

## 2. Materials and Methods

### 2.1. Cell Culture and Induction

MCF7 and MDA-MB-231 breast cancer cells were obtained from American Type Culture Collection (ATCC, Manassas, VA, USA) and maintained, according to standard protocols. Peripheral blood monocytes/macrophages from healthy donors were isolated using CD14 Microbeads (Miltenyi Biotec 130-090-879), according to the manufacturer’s instructions. Monocyte-derived macrophages (MDMs) were grown in DMEM medium (Gibco) supplemented with 10% fetal bovine serum (FBS) (Gibco, Australia), 50 U/mL penicillin and 50 uL/mL streptomycin (Gibco). For the polarization of TAMs, MDMs were treated for 6 days with 30% culture medium from MDA-MB-231 cells, as described [21]. Both MDMs and TAMs were washed with PBS and cultured for an additional 48 h in fresh DMEM 10%FBS, then the mediums were collected, filtered through a 0.22 mm filter to remove cell debris and named as MDMs CM (conditional medium) and TAMs CM, respectively. For induction of MCF7 cells, the cells were cultured with 30% of either MDMs CM or TAMs CM for 6 days.

### 2.2. RNA Sequencing and Transcriptomic Analysis

MCF7 cells in 60 mm cell culture dish with medium containing either MDMs CM or TAMs CM for 6 days were collected for total RNA extraction. Each group included 3 independent replicates. Total RNA was purified from cells using the standard TRIzol method (Life Technologies, Carlsbad, CA, USA) and the quality was determined by Bioanalyzer 4200 (Agilent, Santa Clara, CA, USA). For RNA sequencing, the libraries for all samples were simultaneously constructed using the VAHTS mRNA-seq v2 Library Prep Kit for Illumina^®^ (Vazyme, Nanjing, China). The libraries were also analyzed by Bioanalyzer 4200 for quality control and sequenced using HiSeq X10 system (Illumina, San Diego, CA, USA) with 150 bp paired-end run.

Collected reads were trimmed by Trimmomatic (version 0.36) [22], and clean reads were aligned by HISAT2 (version 2.2.1.0) [23]. The count values and FPKM values for each gene were calculated by StringTie (version 1.3.4) [24] for statistical analysis. The differentially expressed (DE) transcripts between groups (MDMs CM treated vs. TAMs CM treated) were calculated by Ballgown(version 2.6.0) [25]. To compare the whole transcriptomes, principal component analysis (PCA) was performed with FPKM values by R (version 4.1.3) package ggbiplot (version 0.55) and ggplot2 (version 3.3.6) and heatmap of DE genes was produced by R package pheatmap (version 1.0.12).

### 2.3. Data Acquisition of Breast Cancer Cohorts

RNA-seq data (STAR-Counts) for breast cancer (TCGA-BRCA and CMI-MBC) (up to 30 April 2022) were downloaded from the GDC Data Portal (https://portal.gdc.cancer.gov/repository/) (accessed on 30 May 2022), which are the largest and most complete RNA-seq datasets available. Related information was downloaded from cBioPortal (https://www.cbioportal.org/study) (accessed on 30 May 2022). Samples of solid tumor were used. To generate prognostic gene signature and validate its ability, the TCGA-BRCA dataset was randomly divided into training cohort and validation cohort with a ratio of about 2:1, and the CMI-MBC dataset was employed as an additional validation cohort.

### 2.4. Generation of A Gene Signature

To construct an optimal prognostic gene signature, least absolute shrinkage and selection operator (LASSO) penalized Cox regression was utilized to select genes from the DE genes in the TPM value of TCGA-BRCA training cohort by R package glmnet (version 4.1-4). The risks core for each sample was calculated by taking the sum of the LASSO regression coefficient for each signature gene multiplied with its corresponding TPM value. Univariate Cox regression analysis was performed to evaluate the independence of each signature gene expression from overall survival (OS) by R package survival (version 3.3-1) and survminer (version 0.4.9).

### 2.5. Evaluation and Validation of the Gene Signature

To assess the predictive performance of the signature, we conducted time-dependent receiver operating characteristic (ROC) analysis and calculated the under-curve area (AUC) using the R package survivalROC (version 1.0.3). Kaplan–Meier analysis and the log-rank test were also employed to estimate and visualize survival distributions by R packages survival and survminer, in which the patients were dichotomized into high- and low-risk score groups based on the risk scores by cut-off value, determined as the maximum difference between true positive rate and false positive rate in the ROC curve analysis.

### 2.6. GO Enrichment Analysis and Gene Set Enrichment Analysis (GSEA)

To investigate alterations in the molecular signaling pathways, either GO enrichment analysis or GSEA analysis was performed with R package clusterProfiler (version 4.2.2). For the limited number of DE genes in the MCF7 transcriptomes, GO enrichment analysis was performed with the upregulated and downregulated DE transcripts separately. Additionally, with the higher number of DE transcripts in TCGA-BRCA cohort between the high- and low-risk score groups, GSEA analysis was performed to get a more detailed view of the difference in the signaling pathways between transcriptomes.

### 2.7. Drug Sensitivity Prediction

The R package oncoPredit (version 0.2) was employed to predict samples sensitivity to different drugs, based on their RNAseq gene expression data.

### 2.8. Statical Analysis

We used R for data analysis. Unless otherwise stated, the difference between 2 groups was analyzed by *t*-test, Wilcoxon test, or chi square test with R packages ggplot2, according to the data type. For linear regression, R packages tidyverse (version 1.3.2) and ggpubr (version 0.4.0) were used. The type of test and its *p* value were shown. *p* < 0.05 was considered significant.

## 3. Results

### 3.1. The Effects of TAMs on Breast Cancer Cell Transcriptome

To fully explore TAMs’ influence on breast cancer cells, we employed a simplified and indirect cell model, in which the most frequently used breast cancer cell line MCF7 were induced by medium from either MDMs or TAMs to compare differences in transcriptome. 

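MCF7 is a breast cancer cell line that expresses the estrogen receptor. It was grown for 6 days in medium holding 30% MDMs CM or 30% TAMs CM, and the RNA of 3 libraries in the MDMs group and 3 in the TAMs group was sequenced. MDMs CM is medium conditioned by monocyte-derived macrophages, and TAMs CM is medium of such macrophages after polarization with medium of the MDA-MB-231 breast cancer cell line. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 to GRCh38 and estimated the abundance of each transcript with StringTie. The deposited values are FPKM, fragments scaled to the length of the transcript and to the total of the library, for 180500 transcripts under 57940 gene identifiers. Of these transcripts, 60680 were listed at 0 in all 6 libraries. The FPKM values summed to 263632, 250303 and 268604 in the MDMs group and to 261682, 267867 and 268646 in the TAMs group. The table analysed here holds no read counts. In genes with a single transcript and a single exon, the product of FPKM and length clustered at a step of 47.7, 46.3 and 39.8 in the MDMs group and 43.5, 52.7 and 61.2 in the TAMs group. If that step is the worth of 1 fragment, the depths were 20.96, 21.6 and 25.13 M fragments in the MDMs group and 22.99, 18.98 and 16.34 M in the TAMs group. Between 32.2% and 37.5% of the low values lay on whole steps, so whole reads were not recovered and these depths are only relative. The groups were compared with limma on log2(FPKM + 1), for 78723 transcripts with a mean FPKM of at least 0.1 and for 12750 genes whose summed FPKM had a mean of at least 1. Each fold change below is on this log2(FPKM + 1) scale, which understates the change of low genes. The strand setting of the counting is not given in the sources used here. Nor is the number of blood donors or of batches of conditioned medium behind the libraries of each group. A value of 0 can be a failed estimate, since 5 of 13 mitochondrially encoded genes were listed at 0 in every library.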

To confirm the establishment of the model, we measured and compared cells migration (Supplementary Figure S1A,B), proliferation (Supplementary Figure S1C) and colony formation (Supplementary Figure S1D,E) ability. Consistent with reported stimulation of proliferation and motility by TAMs, the MCF7 cells induced by TAMs CM also demonstrated statistically increased motility, proliferation rate and colony formation ability.

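The 3 libraries of the MDMs group and the 3 of the TAMs group lay on opposite sides of the first principal component of scaled FPKM over 119820 transcripts. The scores on this component were -127, -185 and -72.8 in the MDMs group and 54.7, 70.2 and 260 in the TAMs group. The second component did not part the groups, with scores of -81.9, 29.0 and -41.0 in the MDMs group and 296, -150 and -52.9 in the TAMs group. The components held 21.9%, 20.4%, 19.9%, 19.3% and 18.6% of the variance, where 5 equal components would hold 20% each. The mean distance over all components was 492 between libraries of different groups and 485 between libraries of the same group. This difference of 6.90 was the largest of the 10 splits of the libraries (one-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Other settings have other scales of distance, so their differences are given with the means between and within groups. The difference was 2.76 on log2(FPKM + 1) without scaling (166.7 and 164). It was 8.03 on genes (252.2 and 244.1) and 6.97 at a mean FPKM of at least 1 (227.9 and 221). On the main scale it was 2.55 and 2.03 without MDMs replicate 1 or 2, and 11.7 and 11.95 without TAMs replicate 1 or 2. Without MDMs replicate 1, 2 or 3, other splits gave as large a difference (one-sided exact permutation test, p = 0.3 each).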

In correspondence, the MCF7 transcriptomes responded to different culturing mediums and were completely separated between groups in the PCA plot (Figure 1A). Subsequently, differential expression analysis between MDMs group and TAMs group was performed to find the detailed DE transcripts. In total, 3792 transcripts were observed to be differentially expressed between groups (Figure 1B), including 1536 up-regulated and 2256 down-regulated transcripts in the TAMs group (Supplementary Table S1). 

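Interferon-stimulated genes were among those with the largest rise in the TAMs group. IFI6, an interferon-induced mitochondrial protein gene on chromosome 1 of GRCh38 from 27666061 to 27672218, had an FPKM of 13.7 ± 2.67 (SD, n = 3) in the MDMs group and 258 ± 56.6 (SD, n = 3) in the TAMs group, a log2 fold change of 4.13 (standard error 0.20, adjusted p = 0.0012 from limma with Benjamini-Hochberg adjustment). BST2, which encodes tetherin, an antiviral membrane protein, rose from 8.80 ± 0.32 to 59.5 ± 6.03 (SD, n = 3 each; log2 fold change 2.62, adjusted p = 5.9e-04 from limma). Genes outside the interferon response rose as well. BASP1, a membrane-bound signalling protein gene, rose from 2.50 ± 0.34 to 55.5 ± 15.5, and PRNP, the prion protein gene, from 0.34 ± 0.27 to 14.5 ± 1.66 (SD, n = 3 each; adjusted p = 0.0019 and 0.0014 from limma). NSMCE3, a subunit of the SMC5/6 complex, was listed at 0 in each library of the MDMs group and at 7.07, 6.90 and 5.44 in the TAMs group. As a 0 can be a failed estimate, its rise is uncertain.

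Among the genes that fell, VMA21, an assembly factor of the vacuolar ATPase on chromosome X from 151396515 to 151409364, went from an FPKM of 22.2 ± 1.57 to 1.98 ± 0.18 (SD, n = 3 each; log2 fold change -2.96, standard error 0.10, adjusted p = 5.1e-04 from limma). TMSB10, which encodes the actin-binding thymosin beta 10, fell from 468 ± 44.7 to 154 ± 38.3, and PCYOX1, prenylcysteine oxidase, from 24.4 ± 1.15 to 7.18 ± 1.12 (SD, n = 3 each; adjusted p = 0.040 and 0.0059 from limma). PVRL1, the cell adhesion gene now named NECTIN1, fell from 27.0 ± 1.26 to 10.2 ± 0.50, and the zinc finger gene ZNF574 from 5.58 ± 0.23 to 0.79 ± 0.37 (SD, n = 3 each; adjusted p = 0.0031 and 0.017 from limma). RPL7AP6-001, named as a ribosomal protein pseudogene, was at 115, 118 and 109 in the MDMs group and was listed at 0 in the TAMs group. Its reads can be shared with RPL7A and its copies, so its level is uncertain. KMT2E-AS1, an antisense RNA at 4.61, 5.45 and 5.45 in the MDMs group and listed at 0 in the TAMs group, is uncertain too. On the real split 7 genes were listed at 0 in a whole group and above an FPKM of 1 in each library of the other, and on other splits of the 6 libraries up to 9 were.

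Over all 12750 genes tested, 53 rose and 17 fell at an adjusted p under 0.05 from limma, and in each of these 70 genes the groups did not overlap. In the Ballgown model 0 genes rose and 4 fell. There IFI6, BST2, BASP1, PRNP, NSMCE3, VMA21, TMSB10, PCYOX1, PVRL1, ZNF574 and KMT2E-AS1 did not pass (adjusted p between 0.11 and 0.42). Their log2 fold changes were 0.907 to 1.08 times those of limma. On simulated data the Ballgown model recovered 16%, 18% and 52% of genes changed by 1, 2 and 3 on the log2 scale at an adjusted p under 0.05. Without MDMs replicate 1, 2 or 3 the count in limma was 37, 37 and 41. ZNF574 and TMSB10 did not pass without MDMs replicate 1, 2 or 3, and TMSB10 did not without TAMs replicate 3 (adjusted p between 0.075 and 0.16 from limma). Of all genes tested, 16.3% had groups that did not overlap, where chance gives 10%. At an unadjusted p under 0.05, 4288 of 78723 transcripts differed, 2114 up-regulated and 2174 down-regulated, where chance alone gives 3936. At an adjusted p under 0.05, 22 transcripts were up-regulated and 12 down-regulated in limma, and in the Ballgown model 0 were up-regulated and 15 down-regulated, 3 of which passed in limma too. The down-regulated share at the unadjusted threshold was 50.7% in limma and 59.8% of 5243 in the Ballgown model over the same transcripts. Over all 119820 transcripts with a non-zero variance, a choice made after the data were examined, that model gave 75.6% of 9773 with its library-size term and 54.8% of 5797 without it. From the DE transcripts, the paper proceeds to GO enrichment and to the choice of its signature genes, and it states that the transcriptomes responded to the culturing medium.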

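Interferon-stimulated genes were higher in the TAMs group as a group. Of 59 tested genes of this list, 28 rose and 0 fell at an adjusted p under 0.05 from limma over all genes (51 rose when adjusted over the list alone), with a median log2 fold change of 1.44. In camera, a gene set test of limma, the adjusted p of the list was 4.8e-62 with a preset correlation and 0.081 with an estimated correlation. In fry, another gene set test of limma, the adjusted p was 0.0014. OAS1 and OAS3, sensors of double-stranded RNA that lie side by side on chromosome 12, had an FPKM of 0.60 ± 0.18 and 4.05 ± 0.49 (SD, n = 3) in the MDMs group and 14.3 ± 3.04 and 41.6 ± 6.10 (SD, n = 3) in the TAMs group. IFI27 rose from 0.63 ± 0.38 to 20.1 ± 4.77, the antiviral membrane protein gene IFITM1 from 11.4 ± 3.28 to 104 ± 33.9 and the helicase gene DDX60 from 0.12 ± 0.03 to 7.15 ± 2.28 (SD, n = 3 each; adjusted p = 0.0037, 0.026 and 0.0065 from limma).

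**Figure D1:**
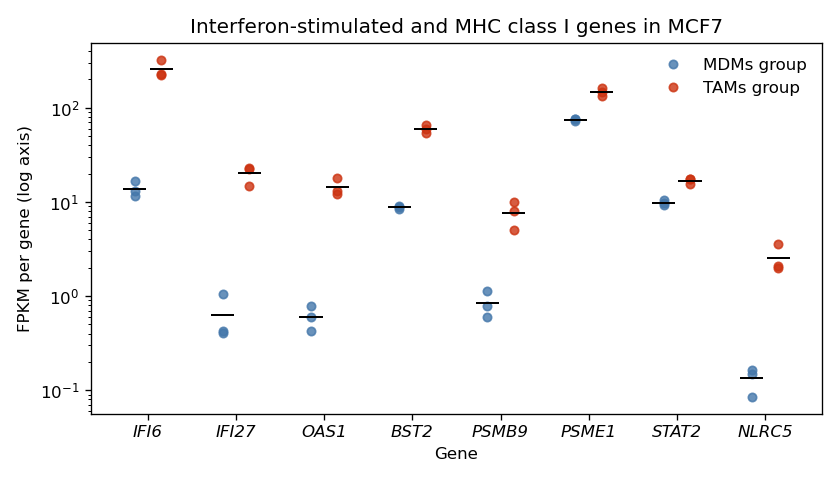
FPKM per gene (log axis) of 8 interferon-stimulated and MHC class I genes in MCF7. Each point is 1 library and each black line the mean of 3 libraries; in each of the 8 genes the 3 libraries of the TAMs group lie above those of the MDMs group.

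Genes of MHC class I antigen presentation moved the same way, with 8 of 19 higher and 0 lower over all genes (14 higher when adjusted over the list alone; median log2 fold change 0.89). The adjusted p of this list from camera was 1.7e-19, and 0.081 with an estimated correlation. From fry it was 0.0014. PSMB9, an immunoproteasome subunit, rose from 0.84 ± 0.26 to 7.64 ± 2.48, the peptide transporter gene TAP2 from 2.71 ± 0.51 to 9.78 ± 1.06 and the proteasome activator gene PSME1 from 74.6 ± 1.98 to 147 ± 16.2 (SD, n = 3 each; adjusted p = 0.029, 0.017 and 0.019 from limma).

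Of 23 tested negative regulators of type I interferon signalling, 4 rose and 0 fell (5 rose when adjusted over the list alone), with a median log2 fold change of 0.18. The adjusted p of this list from camera was 3.4e-05, and 0.17 with an estimated correlation. From fry it was 0.0014. The 4 were OAS1, OAS3, NLRC5 and STAT2. OAS1 and OAS3 are also in the interferon-stimulated list, NLRC5 is a transactivator of MHC class I genes and STAT2 is a transcription factor that carries the interferon signal. NLRC5 rose from 0.13 ± 0.04 to 2.54 ± 0.88 and STAT2 from 9.82 ± 0.55 to 16.9 ± 1.12 (SD, n = 3 each; log2 fold change 1.62 and 0.72, adjusted p = 0.037 and 0.042 from limma). In the Ballgown model none of the 10 genes given with values here passed (adjusted p between 0.11 and 0.42), with log2 fold changes 0.95 to 1.10 times those of limma, and that model recovered fewer simulated changes than limma at each size. Leaving out a library ended the limma calls of IFITM1, PSMB9, TAP2, PSME1, NLRC5 and STAT2: all 6 did not pass without MDMs replicate 1 or 2, and STAT2 did not pass without any of the 6 libraries (adjusted p between 0.059 and 0.18 from limma). Among macrophage markers, 22 of 25 had a mean FPKM under 1, and CD74, the invariant chain of MHC class II, was at 0.37 ± 0.25 in the MDMs group and 1.71 ± 0.69 in the TAMs group (SD, n = 3 each). In 5 of the 25 each TAMs library was above each MDMs library and in 1 below, where chance gives 10% of genes in all, and 8 were listed at 0 in all 6 libraries. The 5 were CD74, CD14 (0.22 ± 0.14 and 0.62 ± 0.22), ITGAM (0.096 ± 0.015 and 0.23 ± 0.11), HLA-DRA (0, 0.036 and 0, and 0.34, 0.041 and 0.71) and LYZ (listed at 0, and 0.082, 0.13 and 0.10), and the lower was CD68 (0.54 ± 0.098 and 0.17 ± 0.13; SD, n = 3 each).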

The functional GO enrichment analysis showed that the immune-related biological processes, especially the negative regulation of type I interferon-mediated signaling pathway, were enriched with up-regulated genes, which is consistent with our TAMs-induced cell model (Figure 1C). Meanwhile, the down-regulated genes were mainly involved in DNA and RNA binding, which subsequently regulated various cellular components, including nuclear envelope, ribosome and spliceosome; endosomal and lysosomal membrane; and growth cone, focal adhesion and cell-substrate junction. 

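Cytosolic ribosomal protein genes were lower in the TAMs group as a group, by a small amount. Of 79 genes, 70 had a lower value in the TAMs group, with a median log2 fold change of -0.17. The adjusted p of the list was 7.1e-17 from camera with a preset correlation, 0.30 with an estimated correlation and 0.090 from fry. RPL28 fell and passed over all genes, from an FPKM of 256 ± 20.3 to 107 ± 17.8 (SD, n = 3 each; log2 fold change -1.27, standard error 0.14, adjusted p = 0.027 from limma), and 16 genes were lower when adjusted over the list alone. RPL13A was at 582 ± 19.0 in the MDMs group and 471 ± 11.8 in the TAMs group, RPSA at 446 ± 5.61 and 365 ± 14.3, and RPL9 at 137 ± 2.88 and 110 ± 4.72 (SD, n = 3 each). Ribosomal protein genes have many pseudogenes, and their reads can be shared with these. RPL28 did not pass in the Ballgown model (adjusted p = 0.40, log2 fold change -1.37) or without MDMs replicate 1, 2 or 3 or TAMs replicate 2 (adjusted p between 0.065 and 0.12 from limma).

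The lists of the other cellular components, made by hand and not the paper's GO terms, did not pass at the gene level. In the spliceosome and splicing list, 67 genes were higher and 61 lower, and 0 of 128 passed over all genes or when adjusted over the list alone in limma, with 4 higher and 2 lower at an unadjusted p under 0.05 (camera adjusted p = 0.87). HNRNPU, a nuclear RNA-binding protein gene, was at 96.9 ± 11.3 in the MDMs group and 75.4 ± 2.29 in the TAMs group, and the splicing factor gene RBM25 at 13.4 ± 1.26 and 17.1 ± 0.19 (SD, n = 3 each; adjusted p = 0.37 for both from limma). In the nuclear envelope list, 20 genes were higher and 23 lower and 0 of 43 passed in limma, over all genes or when adjusted over the list alone, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.61). The nucleoporin genes NUP37 and SEH1L were at 15.7 ± 1.76 and 12.6 ± 1.36 in the MDMs group and 12.6 ± 1.98 and 15.0 ± 0.83 in the TAMs group (SD, n = 3 each). In the endosome and lysosome list, 60 genes were higher and 28 lower and 0 of 88 passed in limma, over all genes or when adjusted over the list alone, with 2 higher and 2 lower at an unadjusted p under 0.05 (camera adjusted p = 0.24). In the focal adhesion list, 32 genes were higher and 25 lower and 0 of 57 passed in limma, over all genes or when adjusted over the list alone, with 3 higher and 3 lower at an unadjusted p under 0.05 (camera adjusted p = 0.97). The actin-binding protein gene FLNB was at 70.8 ± 1.47 in the MDMs group and 56.2 ± 3.42 in the TAMs group, and the integrin gene ITGA3 at 12.4 ± 1.42 and 17.8 ± 0.98 (SD, n = 3 each; adjusted p = 0.24 and 0.22 from limma).

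Counted by transcripts, 29 of 79 cytosolic ribosomal protein genes had a transcript lower at an unadjusted p under 0.05 in limma (Fisher's exact test, one-sided, adjusted p = 3.6e-10). The same test gave 21 of 128 splicing genes (adjusted p = 0.030; 20 had a higher transcript, 0.038), 10 of 43 nuclear envelope genes (0.029), 13 of 60 focal adhesion genes (0.018) and 11 of 88 endosome and lysosome genes (0.32), against 9.08% of all genes. With the Ballgown model it gave 20 of 88 endosome and lysosome genes (adjusted p = 0.046), against 13.2% of all genes, and 18 of 88 with a higher transcript (0.0054), against 9.23%. The splicing, nuclear envelope and focal adhesion lists passed among lower transcripts there too (0.0040, 0.041 and 4.5e-04), and splicing among higher ones (0.0041). With a fold change of at least 1.2 and no filter, a choice made after the data were examined, the endosome and lysosome list had an adjusted p of 0.0042 for lower and 6.5e-04 for higher transcripts in that model, and 0.65 and 0.31 against sets matched on the number of transcripts. Among transcripts with a mean FPKM of at least 1, splicing, nuclear envelope and focal adhesion genes did not pass by lower ones. Their adjusted p was 0.31, 0.85 and 0.51 from Fisher's exact test in limma. Genes with more transcripts have more chances to be counted. Against 10000 random gene sets matched on the number of tested transcripts, the ribosomal list passed on the limma calls (adjusted p = 0.010) and the splicing, nuclear envelope and focal adhesion lists did not (adjusted p = 1.00, 1.00 and 0.96, and 1.00 for higher splicing transcripts).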

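Lists of translation, RNA polymerase II transcription, transport and the cell cycle did not pass at the gene level. Of 45 translation factor genes, 16 were higher and 29 lower and 0 passed in limma over all genes or when adjusted over the list alone, with 2 higher and 6 lower at an unadjusted p under 0.05 (camera adjusted p = 0.081). EEF2, the factor that moves the ribosome along the mRNA, was at an FPKM of 607 ± 32.4 in the MDMs group and 519 ± 17.7 in the TAMs group, and the initiation factor gene EIF2S2 at 19.3 ± 2.74 and 28.3 ± 0.59 (SD, n = 3 each; adjusted p = 0.40 and 0.20 from limma). Of 97 genes of RNA polymerase II transcription, 52 were higher and 45 lower and 0 passed in limma over all genes or when adjusted over the list alone, with 2 higher and 4 lower at an unadjusted p under 0.05 (camera adjusted p = 0.99, down, against a median log2 fold change of 0.01). NELFB, a subunit of a factor that pauses the polymerase, was at 34.0 ± 2.39 and 26.0 ± 0.71 (SD, n = 3 each).

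Of 39 nucleocytoplasmic transport genes, 23 were higher and 16 lower, and of 98 protein transport genes, 48 were higher and 50 lower. In limma, 0 of either list passed over all genes or when adjusted over the list alone, with 3 higher and 0 lower and 2 higher and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.85 for both). The protein transport list had a median log2 fold change of -0.01 and a mean of 0.02. SAR1A, a GTPase of vesicle export from the endoplasmic reticulum, was at 19.7 ± 4.12 in the MDMs group and 10.6 ± 1.57 in the TAMs group (SD, n = 3 each; adjusted p = 0.21 from limma).

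Of 54 genes of the G2 and M phases, 17 were higher and 37 lower, and of 43 genes of the S phase, 19 were higher and 24 lower. In limma, 0 of either list passed over all genes or when adjusted over the list alone, with 1 higher and 1 lower and 0 higher and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.30 and 0.61). The spindle assembly gene TPX2 was at 63.9 ± 8.69 in the MDMs group and 51.0 ± 6.56 in the TAMs group, CKS2, a cyclin-dependent kinase subunit gene, at 61.6 ± 1.65 and 29.9 ± 20.5, and GINS2, of the replicative helicase complex, at 21.1 ± 7.14 and 11.7 ± 2.04 (SD, n = 3 each). Without TAMs replicate 1, CKS2 passed (adjusted p = 0.0083 from limma). Without MDMs replicate 3 the list of the G2 and M phases passed, lower in the TAMs group (camera adjusted p = 0.046), and without TAMs replicate 1 the translation factor list did (0.013). By transcripts in limma, 13 of 45 translation factor genes had a lower one (Fisher's exact test, one-sided, adjusted p = 0.0015), and 10 had a higher one (0.030). Against sets matched on the number of tested transcripts, neither direction of that list passed (adjusted p = 0.80 and 1.00).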

Correspondingly, biological processes involving RNA transcription, splicing, transport and translation, as well as protein transport and localization, nuclear division and cell cycle were dysregulated (Figure 1D).

### 3.2. Establishment of the Prognostic Gene Signature from the TAMs-Regulated Genes

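All 45 signature genes were in the deposited table, 36 of them coding and 9 non-coding. In 28 of the 45, at least 1 transcript differed at an unadjusted p under 0.05 in limma: 19 genes had a higher transcript, 19 a lower one and 10 both. The paper chose these genes from DE transcripts of these same libraries, so this count is not independent evidence of a change. At the gene level 38 of the 45 were tested, and 0 passed an adjusted p under 0.05 in limma, with 6 higher and 3 lower at an unadjusted p under 0.05 (1 higher and 1 lower when adjusted over the list alone, which is not independent evidence either; 0 passed over all genes in the Ballgown model). NFKBIZ, a nuclear regulator of NF-kappaB on chromosome 3 from 101827991 to 101861022, was at an FPKM of 6.71 ± 1.00 in the MDMs group and 11.5 ± 1.08 in the TAMs group (SD, n = 3 each; log2 fold change 0.71, adjusted p = 0.15 from limma). The long non-coding RNA LINC01291 was at 4.55 ± 0.31 and 1.87 ± 0.41, and RAMP3, a receptor activity-modifying protein gene, at 3.74 ± 1.02 and 1.67 ± 0.37 (SD, n = 3 each; adjusted p = 0.074, and 0.048 without TAMs replicate 2, for LINC01291 and 0.28 for RAMP3 from limma). ETFA, an electron transfer flavoprotein subunit gene, was at 123 ± 3.40 and 87.3 ± 17.6, and EMC2, of the endoplasmic reticulum membrane complex, at 18.4 ± 1.88 and 23.8 ± 0.64 (SD, n = 3 each; adjusted p = 0.37 and 0.36 from limma). Of the 26 genes with a positive coefficient in Table 1, 12 had a higher and 13 a lower transcript, and of the 19 with a negative coefficient, 7 had a higher and 6 a lower one. In the Ballgown model, the test the paper used, all 45 genes had a transcript at an unadjusted p under 0.05. Of the genes, 21 had a higher and 34 a lower one. Some of these calls rest on 1 library. The called lower transcripts of RBM15B, ZCCHC9 and PCED1B were above 0 only in MDMs replicate 3, at 16.6, 0.88 and 0.72. Each had the same unadjusted p of 0.018 in the Ballgown model, whatever its level. The library-size term of that model was lowest in MDMs replicate 3, at 23524 against 24446 to 25302 in the other libraries. In limma, which has no such term, RBM15B had an unadjusted p of 0.27. The called transcript of DDAH1 was at 0, 3.9e-05 and 0.65 in the MDMs group and at 0, 0.0076 and 0 in the TAMs group.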

To select optimal predictive genes from the DE genes above, we performed LASSO Cox regression with non-zero Cox regression coefficients and 10-fold cross-validation in the random-selected training cohort of TCGA-BRCA dataset, and 45 genes were screened out, including both coding and non-coding genes (Figure 2A,B). The detailed information and coefficients of these 45 genes were shown in Table 1, and the association between their expression and the OS were analyzed by univariate COX regression analysis (Figure 2C). The result indicated that not all but most of the signature genes’ expression was statistically correlated with the OS survival.

### 3.3. Evaluation and Validation of the Gene Signature in Breast Cancer Cohorts

To evaluate the gene signature’s ability in predicting survival, risk scores were calculated by the sum of the expression of each gene multiplied with its coefficient from the LASSO Cox regression. Its OS predictive ability was presented in the TCGA-BRCA training (Figure 3A,B) and validation dataset (Figure 3C,D) separately; its distant metastasis-free survival predicative ability was evaluated in the MBC cohort (Figure 3E,F); the whole TCGA-BRCA cohort was also employed to exhibit its disease-free survival predictive ability (Figure 3G,H). The ROC curves from the TCGA-BRCA training dataset and validation dataset revealed that the risk score exhibited a more stable predicative ability in shorter time points, and the AUC at 3 years was above 0.8 in both datasets. At the time point with the largest AUC, Kaplan–Meier analysis was performed, and the results showed that the OS rate between high- and low-risk score groups were statistically different in both datasets as well (*p* < 0.0001) (Figure 3B,D). Compared with its robust OS predicative ability, the risk score’s ability in predicting the distant metastasis-free survival and the disease-free survival was weaker (Figure 3E,G), but patients dichotomized by the risk score still exhibited statistical difference (*p* < 0.0001) in the Kaplan–Meier analysis (Figure 3F,H).

### 3.4. Association of the Risk Score with Molecular Signaling Pathways

To explore the detailed molecular signaling pathways underlying the predicative ability of the gene signature, we collected samples in TCGA-BRCA cohort with the 50 highest and lowest risk scores separately and compared their transcriptomes by DEseq2 (Figure 4A, Supplementary Table S2). It appeared that in all 60,660 transcripts detected, 16,532 transcripts showed statistical differences between groups (*p* < 0.05). Additionally, like the TAMs-induced transcriptomic response in MCF7 cell, more transcripts were decreased in high-risk score group. With so many DE transcripts, the involved molecular signaling pathways were evaluated by GSEA GO analysis (Figure 4B–D, Supplementary Table S3). We only presented the top 10 most significant pathways involved in molecular function, cellular component and biological process separately here. It seemed that the DE transcripts were mainly involved in RNA transcription and translation, while immune-related molecular function, including antigen binding and immunoglobulin receptor binding, were most significantly dysregulated (Figure 4B). Similar alterations were observed in pathways involved in cellular components and biological processes; down-regulated DE transcripts were enriched in immune-related pathways and DNA- and RNA- binding related pathways were enriched with up-regulated DE transcripts. This implied inhibited immune function and activated transcription and translation function in the high-risk score group, which were consistent with the positive correlation between the risk score and OS.

### 3.5. Association of the Risk Score with Clinical Features

The clinical features between groups in TCGA-BRCA divided by risk score were compared. Almost all the available clinical features, including T (Figure 5A, *p* = 9.64 × 10^−3^), N (Figure 5B, *p* = 0.03) and stage (Figure 5D, *p* = 0.02) status defined by AJCC pathologic system, as well as PR status by IHC (Figure 5F, *p* = 0.02) and HER2 status by IHC (Figure 5G, *p* = 5.55 × 10^−5^), were statistically different between the two groups, except M status defined by AJCC pathologic system (Figure 5C) and ER status by IHC (Figure 5E). The results also revealed that, at least with current cutoff, the risk score was not a good index to identify the tricky triple-negative breast cancer, which exhibited no statistical difference in ER status by IHC (Figure 5E) between groups, more PR negative patients (Figure 5F, *p* = 0.02) and less HER2 negative (Figure 5G, *p* = 5.55 × 10^−5^) patients in high-risk score groups. Similar and more statistically significant results were observed in the MBC cohort (Supplementary Figure S2A–C).

### 3.6. Association of the Risk Score with Biological Features

The biological features between high-and low-risk score groups were also compared. For genome instability, all three available indexes, including fraction genome altered (Figure 6A, *p* = 1.5 × 10^−11^), mutation count (Figure 6B, *p* = 0.001) and tumor mutation burden of nonsynonymous mutations (TMB) (Figure 6C, *p* = 0.0049), were statistically higher in high-risk score groups, which corresponded with its worse OS. The MBC cohort also exhibited similar results (Supplementary Figure S2D–F).

To evaluate the association between the risk score and immune infiltration, we employed the estimated data from the transcriptome data in the place of lacking immune infiltration data. The estimated data of TCGA-BRCA cohort by six algorithms instead of just one were downloaded from TIMER2.0 [26] (http://timer.comp-genomics.org) (accessed on 8 June 2022) to minimize deviation. The differently infiltrated cells between high- and low-risk score groups were shown (Figure 6D, Supplementary Table S4). It seemed that the consistency between data by different algorithms was not very good. However, when we focused on the effective cytotoxic immune cells, NK cells and CD8+ T cells, as well as humoral immunity essential B cell, most algorithms estimated less than these cells in high-risk score groups and no statistical difference was estimated by the rest of the algorithms, which again was consistent with its worse OS.

As far as drug resistance was concerned, the drug IC50 of samples in TCGA-BRCA cohort was also estimated based on the transcriptome data and its association with the risk score was evaluated by linear regression (Supplementary Table S5). It seemed that the drug sensitivity was affected by the risk score and among 565 drugs, 232 drugs sensitivity was statistically correlated with the risk score, but the correlation was rather small (R^2^ < 0.1). Noticeably, among all CDK4/6 inhibitors analyzed, which are newly approved as first line drugs in breast cancer in recent years, the IC50 of Palbociclib (Figure 7A,B), and Ribociclib (Figure 7C) were positively correlated with the risk score. Additionally, Palbociclib was analyzed twice with similar results.

In conclusion, a novel 45-gene based on TAMs-induced MCF7 transcriptome was developed and validated to have a powerful performance in predicting OS in breast cancer patients. In addition, the model almost completely recovered all clinical and biological features of breast cancer, which showed good potential in clinical application and once again strengthened TAMs full dimensional effects in promoting breast cancer tumorigenesis.

## 4. Discussion

Macrophage, as the most prevalent noncancerous cells in breast cancer, has attracted great attention and contributed to immunotherapy, the breakthrough in cancer treatment in the past decade [27,28,29,30]. The interplay between cancerous cells and macrophage is complicated [31]. Our research provided extra proof and an overall view of the protumor function of TAMs in breast cancer. It demonstrated that the TAMs-induced transcriptomic alterations in breast cancer cells were evident and full dimensional, resulting in the dysregulation of transcription, translation, transport, cell cycle and inhibition of immune response (Figure 1). Almost all confirmed pathways involved in carcinogenesis were somehow related with these pathways. Correspondingly, the DE genes exhibited powerful performances in predicting the patients OS. Considering the cost and effectiveness, a 45-gene signature, including both coding and non-coding genes, was developed from the DE genes, which exhibited good ability in predicting 3- to 5-year OS (Figure 2 and Figure 3). By comparing the transcriptomes of breast cancer samples with different risks cores calculated from the 45-gene signature, more signal pathways were detected to be differentially regulated between the high- and low-risk score groups, but basically these alterations were similar to those in TAMs-induced MCF7 transcriptomes with dysregulated transcription, translation, transport and inhibited immune response (Figure 4). Additionally, we evaluated the relationship between the risk score and various clinical and biological features in breast cancer. It seemed that the majority of available clinical features (Figure 5) and biological features (Figure 6 and Figure 7) were statistically associated with the risk score. Additionally, the widely recognized adverse factors, including higher T, N status and stage, defined by AJCC pathologic system, and genome instability indexed by either fraction genome altered, mutation count or TMB were enriched in a high-risk score group, which corresponded to its worse OS. These data, in vivo and in vitro, once again confirmed the closed-loop control of signals between cancerous cells and macrophages and reiterated the importance of TAMs during carcinogenesis of breast cancer.

When it comes to the clinical application of the 45-gene signature, two things need to be noticed. Firstly, the model failed to identify the tricky triple-negative breast cancer patients, which are characterized by the loss of hormone receptors and HER2 expression. Since the model was constructed to predict patients OS, the failure was understandable. To identify triple-negative breast cancer patients, adjustment of the model’s coefficients or cutoff value of the risk score may be helpful. Secondly, the samples used here includes both treatment-naïve and variously treated samples. Predicting these patients’ OS reflects the patient’s response to these treatments. We have already demonstrated the correlation of the risk score with the estimated IC50 of a variety of drugs, especially CDK4/6 inhibitors (Figure 7 and Supplementary Table S5). Considering the derivation of the model and the negative association of the risk score with immune-related pathways and cytotoxic immune infiltrations, it is also possible that the model could be helpful in predicting patients’ response to immunotherapy. Still, more samples and model optimization are needed for this purpose.

## 5. Conclusions

In conclusion, a novel 45-gene signature based on TAMs-induced MCF7 transcriptome was developed and validated to have robust performance in predicting OS in breast cancer patients. In addition, the model almost associated with all clinical and biological features of breast cancer, which showed good potential in clinical application and once again strengthened TAMs full dimensional effects in promoting breast cancer tumorigenesis.

## Figures and Tables

**Figure 1:**
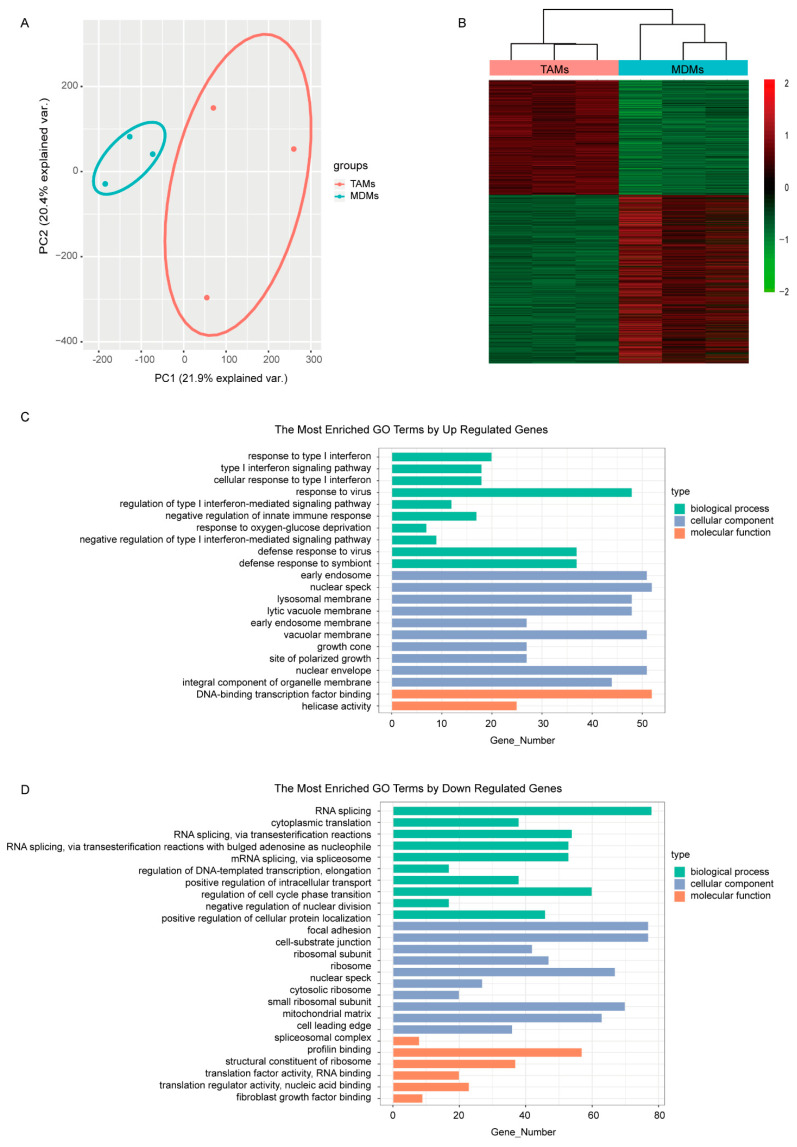
Comparison of the transcriptomes induced by medium from MDMs or TAMs. (**A**) The PCA figure of the MCF7 transcriptomes. (**B**) Heatmap of DEGs in MCF7 transcriptomes induced by either MDMs or TAMs. (**C**,**D**) GO enrichment analysis of the upregulated and downregulated DEGs separately. The pathways shown here were most significantly enriched (*p* < 0.05, q < 0.01).

**Figure 2:**
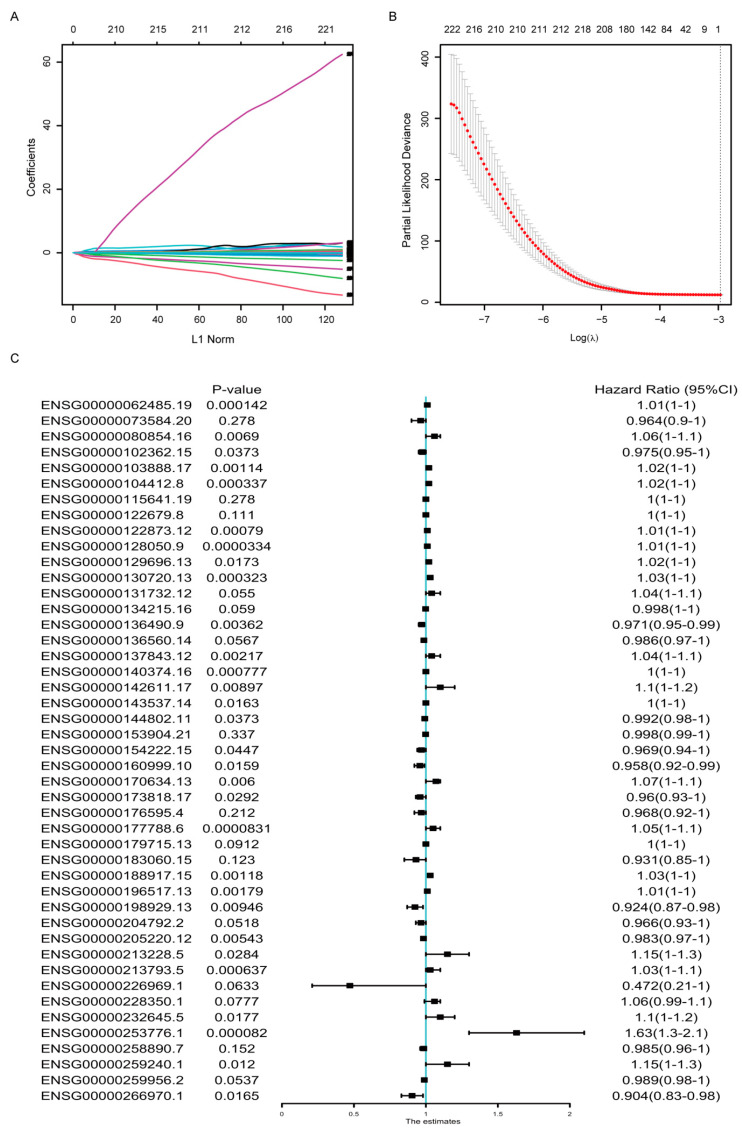
Development of the gene signature based on data in the TCGA-BRCA training cohort. (**A**) LASSO coefficient profiles of the DEGs. (**B**) Ten-time cross-validation for tuning parameter screening in the Lasso–Cox penalized regression model. (**C**) Univariate Cox regression analysis of the relation between the expression of the 45 signature genes and the overall survival in the TCGA-BRCA cohorts. HR, hazard ratio; CI, confidence interval.

**Figure 3:**
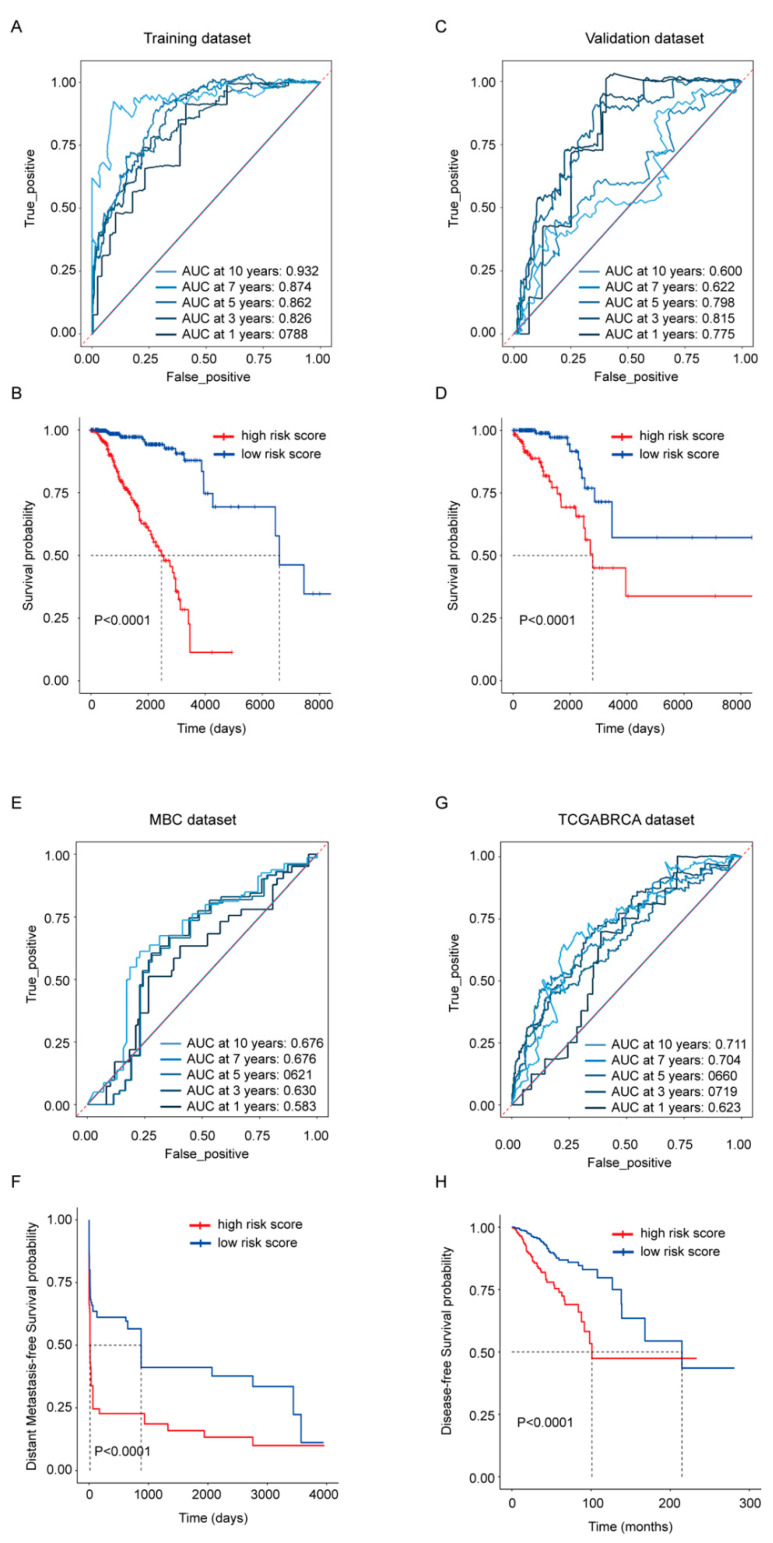
Prognostic performance of the 45-gene signature. (**A**,**C**) Time-dependent ROC curves with AUCs at 1-, 3-, 5-, 7- and 10-year OS based on the gene signature in the TCGA-BRCA training (**A**) and validation (**C**) cohorts separately. (**B**,**D**) Kaplan–Meier plots of OS in subgroups with different risk scores in the training (**B**) and validation (**D**) cohorts separately. (**E**) Time-dependent ROC curves with AUCs at 1-, 3-, 5-, 7- and 10-year distant metastasis-free survival in MBC cohort. (**F**) Kaplan–Meier plots of distant metastasis-free survival in MBC cohort. (**G**) Time-dependent ROC curves with AUCs at 1-, 3-, 5-, 7- and 10-year disease-free survival in whole TCGA-BRCA cohort. (**H**) Kaplan–Meier plots of disease-free survival in whole TCGA-BRCA cohort.

**Figure 4:**
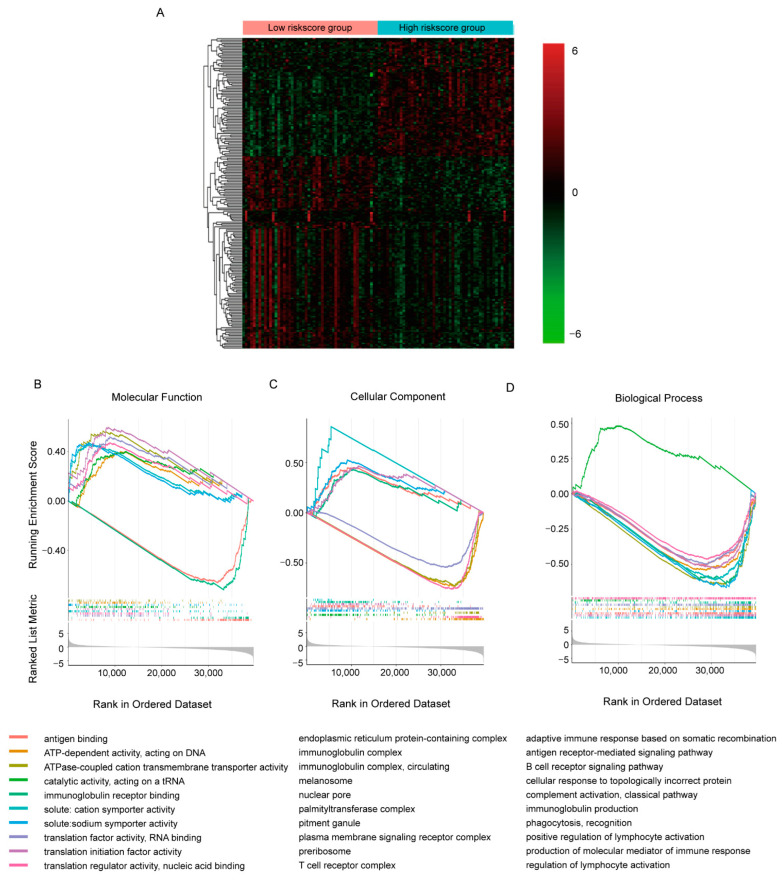
Comparison of the transcriptomes with different risk scores in TCGA-BRCA cohorts. (**A**) Heatmap of top 200 DE transcripts between samples with 50 highest/lowest risk scores. (**B**–**D**) GSEA plots of commonly enriched GO pathways in the TCGA-BRCA cohort. The pathways shown here were top 10 most significantly enriched (*p* < 0.05).

**Figure 5:**
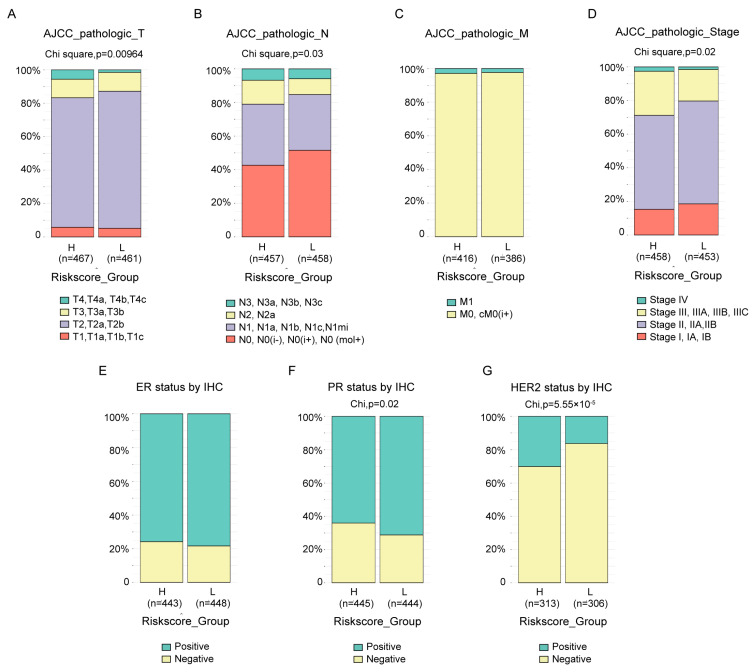
Association between the risk score and clinical features. The difference in the AJCC pathologic T (**A**), N (**B**), M (**C**), stage (**D**) status, ER status by IHC (**E**), PR status by IHC (**F**) and HER2 status by IHC (**G**) between high- and low-risk score groups in the TCGA-BRCA cohort were compared by chi-square test.

**Figure 6:**
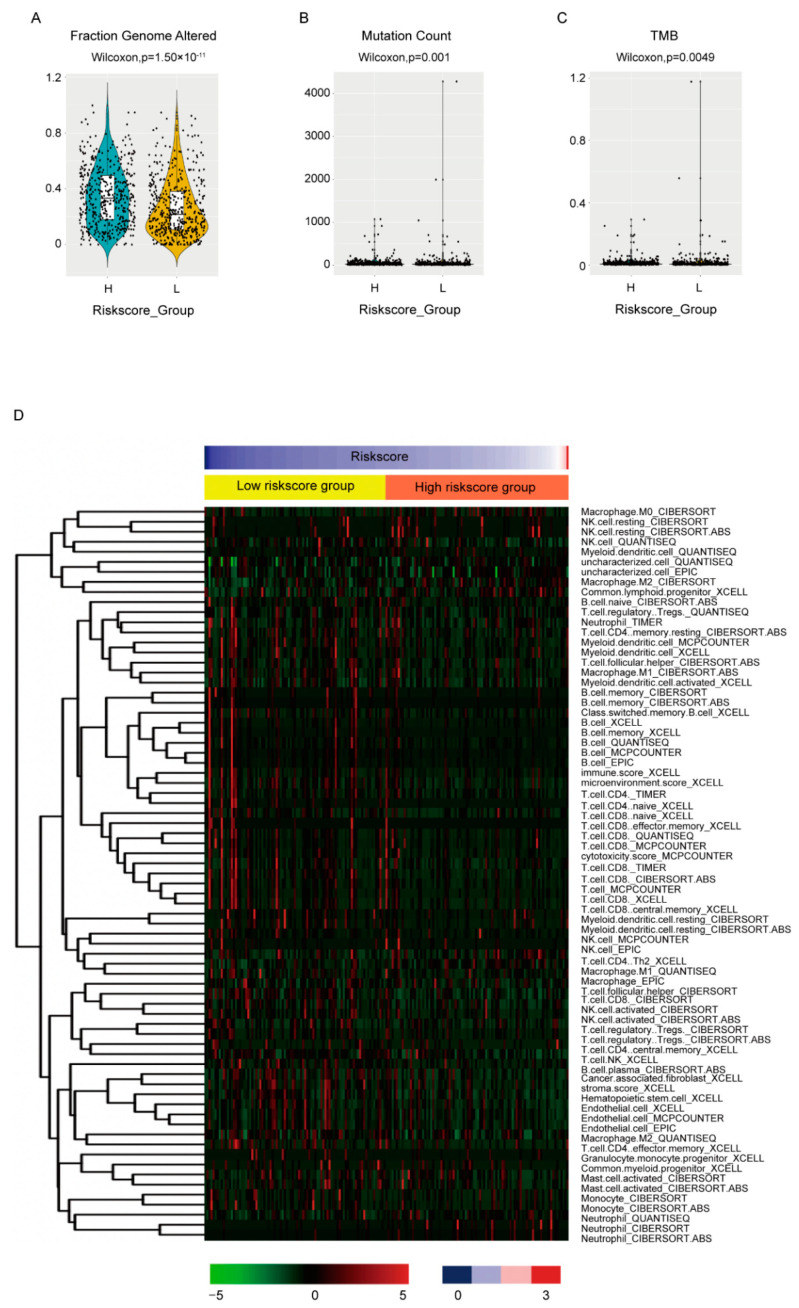
Association between the risk score and biological features. The fraction genome altered (**A**), mutation count (**B**), TMB (**C**) and the estimated immune infiltrations (**D**) were compared between high- and low-risk score groups by Wilcoxon test. Only cell types differentially distributed between groups were shown in (**D**).

**Figure 7:**
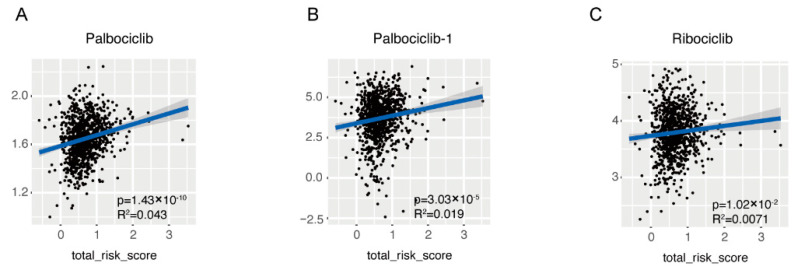
Association of the risk score with the sensitivity of CDK4/6 inhibitor. Linear association between risk score and IC50 of first line CDK4/6 inhibitors was demonstrated in dot plot, including Palbociclib (**A**,**B**) and Ribociclib (**C**).

**Table 1:** Information of genes in the 45-gene signature.

Ensemble. Gene	Gene. Symbol	Description	Coefficient
ENSG00000062485.19	CS	citrate synthase	0.0000856
ENSG00000073584.20	SMARCE1	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily e, member 1	−0.010460771
ENSG00000080854.16	IGSF9B	immunoglobulin superfamily, member 9B	0.019073486
ENSG00000102362.15	SYTL4	Synaptotagmin-Like Protein 4	−0.002378905
ENSG00000103888.17	CEMIP	cell migration inducing protein, hyaluronan binding	0.002799886
ENSG00000104412.8	EMC2	ER membrane protein complex subunit 2	0.00416519
ENSG00000115641.19	FHL2	four and a half LIM domains 2	0.000287122
ENSG00000122679.8	RAMP3	receptor (G protein-coupled) activity modifying protein 3	0.00014395
ENSG00000122873.12	CISD1	CDGSH iron sulfur domain 1	0.002053503
ENSG00000128050.9	PAICS	phosphoribosylaminoimidazole carboxylase, phosphoribosylaminoimidazole succinocarboxamide synthetase	0.000183216
ENSG00000129696.13	TTI2	TELO2 interacting protein 2	0.000427789
ENSG00000130720.13	FIBCD1	Fibrinogen C Domain Containing 1	0.002554592
ENSG00000131732.12	ZCCHC9	Zinc Finger CCHC-Type Containing 9	0.004186134
ENSG00000134215.16	VAV3	vav 3 guanine nucleotide exchange factor	−0.000553165
ENSG00000136490.9	LIMD2	LIM domain containing 2	−0.002107864
ENSG00000136560.14	TANK	TRAF family member-associated NFKB activator	−0.002189092
ENSG00000137843.12	PAK6	p21 protein (Cdc42/Rac)-activated kinase 6	0.011349395
ENSG00000140374.16	ETFA	electron-transfer-flavoprotein, alpha polypeptide	0.00491458
ENSG00000142611.17	PRDM16	PR domain containing 16	0.030762685
ENSG00000143537.14	ADAM15	ADAM metallopeptidase domain 15	0.001069884
ENSG00000144802.11	NFKBIZ	NFKB Inhibitor Zeta	−0.001081268
ENSG00000153904.21	DDAH1	dimethylarginine dimethylaminohydrolase 1	−0.000327634
ENSG00000154222.15	CC2D1B	Coiled-Coil And C2 Domain Containing 1B	−0.007562522
ENSG00000160999.10	SH2B2	SH2B adaptor protein 2	−0.009621469
ENSG00000170634.13	ACYP2	Acylphosphatase 2	0.018154284
ENSG00000173818.17	ENDOV	Endonuclease V	−0.004457155
ENSG00000176595.4	KBTBD11	kelch repeat and BTB (POZ) domain containing 11	−0.003601533
ENSG00000177788.6	AL162595.1	RAB4A antisense RNA 1	0.013350834
ENSG00000179715.13	PCED1B	PC-Esterase Domain Containing 1B	0.001272099
ENSG00000183060.15	LYSMD4	LysM Domain Containing 4	−0.011804477
ENSG00000188917.15	TRMT2B	tRNA methyltransferase 2 homolog B (S. cerevisiae)	0.002438604
ENSG00000196517.13	SLC6A9	solute carrier family 6 (neurotransmitter transporter, glycine), member 9	0.00489141
ENSG00000198929.13	NOS1AP	nitric oxide synthase 1 (neuronal) adaptor protein	−0.004733383
ENSG00000204792.2	LINC01291	Long Intergenic Non-Protein Coding RNA 1291	−0.001537643
ENSG00000205220.12	PSMB10	proteasome (prosome, macropain) subunit, beta type, 10	−0.001541529
ENSG00000213228.5	RPL12P38	Ribosomal Protein L12 Pseudogene 38	0.032718459
ENSG00000213793.5	ZNF888	Zinc Finger Protein 888	0.008411713
ENSG00000226969.1	AL391845.1	PRKCZ divergent transcript	−0.112396842
ENSG00000228350.1	LINC02585	Long Intergenic Non-Protein Coding RNA 2585	0.001112306
ENSG00000232645.5	LINC01431	Long Intergenic Non-Protein Coding RNA 1431	0.021424453
ENSG00000253776.1	AC099520.2	novel transcript	0.22692143
ENSG00000258890.7	CEP95	Centrosomal Protein 95	−0.000482813
ENSG00000259240.1	MIR4713HG	MIR4713 Host Gene	0.000916309
ENSG00000259956.2	RBM15B	RNA binding motif protein 15B	−0.002009547
ENSG00000266970.1	AC061992.2	SOCS3 divergent transcript	−0.016480999

## Data Availability

The raw RNA-seq data generated in this study are available in GEO under accession number GSE211821. All the remaining data are available within the article, Supplementary Information files, or available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14215364/s1, Supplementary Table S1: Statistical analysis of differentially expressed genes in MCF7 transcriptome induced by MDMs or TAMs. Supplementary Table S2: Statistical analysis of genes expressed between samples with 50 highest or lowest risk scores in TCGA-BRCA cohort. Supplementary Table S3: GO-GSEA analysis result based on the differentially expressed genes from Supplementary Table S2. Supplementary Table S4: Statistical analysis of estimated immune infiltration data between high- and low-risk score groups in TCGA-BRCA cohort. Supplementary Table S5: Linear regression analysis result of the risk score and estimated drug IC50 values in TCGA-BRCA cohort. Supplementary Figure S1 and related methods: Cell malignances induced by TAMs. Supplementary Figure S2: Association of the risk score with clinical and biological features in MBC cohort.

## References

[1] Sung H., Ferlay J., Siegel R.L., Laversanne M., Soerjomataram I., Jemal A., Bray F. (2021). Global Cancer Statistics 2020: GLOBOCAN Estimates of Incidence and Mortality Worldwide for 36 Cancers in 185 Countries. CA Cancer J. Clin..

[2] Hanahan D., Weinberg R.A. (2011). Hallmarks of cancer: The next generation. Cell.

[3] Nam J.S., Kang M.J., Suchar A.M., Shimamura T., Kohn E.A., Michalowska A.M., Jordan V.C., Hirohashi S., Wakefield L.M. (2006). Chemokine (C-C motif) ligand 2 mediates the prometastatic effect of dysadherin in human breast cancer cells. Cancer Res..

[4] Zhang J., Lu Y., Pienta K.J. (2010). Multiple roles of chemokine (C-C motif) ligand 2 in promoting prostate cancer growth. J. Natl. Cancer Inst..

[5] Lu X., Kang Y. (2009). Chemokine (C-C motif) ligand 2 engages CCR2+ stromal cells of monocytic origin to promote breast cancer metastasis to lung and bone. J. Biol. Chem..

[6] Li Z., Qiu Y., Lu W., Jiang Y., Wang J. (2018). Immunotherapeutic interventions of Triple Negative Breast Cancer. J. Transl. Med..

[7] Hamada I., Kato M., Yamasaki T., Iwabuchi K., Watanabe T., Yamada T., Itoyama S., Ito H., Okada K. (2002). Clinical effects of tumor-associated macrophages and dendritic cells on renal cell carcinoma. Anticancer Res..

[8] Rigo A., Gottardi M., Zamo A., Mauri P., Bonifacio M., Krampera M., Damiani E., Pizzolo G., Vinante F. (2010). Macrophages may promote cancer growth via a GM-CSF/HB-EGF paracrine loop that is enhanced by CXCL12. Mol. Cancer.

[9] Allavena P., Sica A., Solinas G., Porta C., Mantovani A. (2008). The inflammatory micro-environment in tumor progression: The role of tumor-associated macrophages. Crit. Rev. Oncol. Hematol..

[10] Chen J., Yao Y., Gong C., Yu F., Su S., Chen J., Liu B., Deng H., Wang F., Lin L. (2011). CCL18 from tumor-associated macrophages promotes breast cancer metastasis via PITPNM3. Cancer Cell.

[11] Solinas G., Schiarea S., Liguori M., Fabbri M., Pesce S., Zammataro L., Pasqualini F., Nebuloni M., Chiabrando C., Mantovani A. (2010). Tumor-conditioned macrophages secrete migration-stimulating factor: A new marker for M2-polarization, influencing tumor cell motility. J. Immunol..

[12] Ruffell B., Coussens L.M. (2015). Macrophages and therapeutic resistance in cancer. Cancer Cell.

[13] Mantovani A., Marchesi F., Jaillon S., Garlanda C., Allavena P. (2021). Tumor-associated myeloid cells: Diversity and therapeutic targeting. Cell. Mol. Immunol..

[14] Zhang Q.W., Liu L., Gong C.Y., Shi H.S., Zeng Y.H., Wang X.Z., Zhao Y.W., Wei Y.Q. (2012). Prognostic significance of tumor-associated macrophages in solid tumor: A meta-analysis of the literature. PLoS ONE.

[15] Franklin R.A., Liao W., Sarkar A., Kim M.V., Bivona M.R., Liu K., Pamer E.G., Li M.O. (2014). The cellular and molecular origin of tumor-associated macrophages. Science.

[16] Coussens L.M., Werb Z. (2002). Inflammation and cancer. Nature.

[17] Pollard J.W. (2004). Tumour-educated macrophages promote tumour progression and metastasis. Nat. Rev. Cancer.

[18] Zhao X., Qu J., Sun Y., Wang J., Liu X., Wang F., Zhang H., Wang W., Ma X., Gao X. (2017). Prognostic significance of tumor-associated macrophages in breast cancer: A meta-analysis of the literature. Oncotarget.

[19] Leek R.D., Landers R., Fox S.B., Ng F., Harris A.L., Lewis C.E. (1998). Association of tumour necrosis factor alpha and its receptors with thymidine phosphorylase expression in invasive breast carcinoma. Br. J. Cancer.

[20] Campbell M.J., Tonlaar N.Y., Garwood E.R., Huo D., Moore D.H., Khramtsov A.I., Au A., Baehner F., Chen Y., Malaka D.O. (2011). Proliferating macrophages associated with high grade, hormone receptor negative breast cancer and poor clinical outcome. Breast Cancer Res. Treat..

[21] Chen F., Chen J., Yang L., Liu J., Zhang X., Zhang Y., Tu Q., Yin D., Lin D., Wong P.P. (2019). Extracellular vesicle-packaged HIF-1alpha-stabilizing lncRNA from tumour-associated macrophages regulates aerobic glycolysis of breast cancer cells. Nat. Cell Biol..

[22] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[23] Kim D., Langmead B., Salzberg S.L. (2015). HISAT: A fast spliced aligner with low memory requirements. Nat. Methods.

[24] Pertea M., Pertea G.M., Antonescu C.M., Chang T.C., Mendell J.T., Salzberg S.L. (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat. Biotechnol..

[25] Frazee A.C., Pertea G., Jaffe A.E., Langmead B., Salzberg S.L., Leek J.T. (2015). Ballgown bridges the gap between transcriptome assembly and expression analysis. Nat. Biotechnol..

[26] Li T., Fu J., Zeng Z., Cohen D., Li J., Chen Q., Li B., Liu X.S. (2020). TIMER2.0 for analysis of tumor-infiltrating immune cells. Nucleic Acids Res..

[27] Cassetta L., Pollard J.W. (2018). Targeting macrophages: Therapeutic approaches in cancer. Nat. Rev. Drug. Discov..

[28] DeNardo D.G., Ruffell B. (2019). Macrophages as regulators of tumour immunity and immunotherapy. Nat. Rev. Immunol..

[29] Mantovani A., Marchesi F., Malesci A., Laghi L., Allavena P. (2017). Tumour-associated macrophages as treatment targets in oncology. Nat. Rev. Clin. Oncol..

[30] Engblom C., Pfirschke C., Pittet M.J. (2016). The role of myeloid cells in cancer therapies. Nat. Rev. Cancer.

[31] Quail D.F., Joyce J.A. (2013). Microenvironmental regulation of tumor progression and metastasis. Nat. Med..

How the deposited data were processed for this re-analysis (not part of the article)

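RNA-seq of MCF7 cells grown for 6 days with 30% MDMs CM or 30% TAMs CM was analysed, with 3 libraries per group. The paper describes the 3 as independent replicates. How many blood donors or batches of conditioned medium stand behind them is not given in the sources used here. The SD and p-values may therefore measure only the spread between dishes. A difference of donor or batch between the groups could not be told apart from that between TAMs CM and MDMs CM. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 (version 2.2.1.0 in the submitters' processing notes) to GRCh38 and deposited FPKM per transcript from StringTie. The annotation release and the strand setting are not given in the sources used here, and no scaling between libraries is stated. The paper also mentions count values, which were not used here, so no count model was run.

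Of 180500 transcripts, 97.8% were found by identifier in GENCODE release 29, from which coordinates on GRCh38 and gene types were taken. In 13670 rows the gene column held a transcript identifier, and these rows were kept as genes of their own. Gene values are the sum of the FPKM of a gene's transcripts. Transcripts with a mean FPKM of at least 0.1 (78723) and genes with a mean of at least 1 (12750) were tested with limma 3.58.1 in R 4.3.3, with trend and robust empirical Bayes, on log2(FPKM + 1), with Benjamini-Hochberg adjustment. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, with adjustment over 29 lists that had at least 2 tested genes, of 31 fixed beforehand. Lists were also tested by the share of genes with a transcript at an unadjusted p under 0.05, with a one-sided Fisher's exact test and with 10000 random gene sets matched on the number of tested transcripts per gene (60 tests). The gene lists were written by hand from textbook knowledge and the terms of Fig. 1C and 1D. They stand in for GO terms, and the paper's GO enrichment was not rerun. Principal components were computed on scaled FPKM over 119820 transcripts with a non-zero variance. The Ballgown model of the paper was written out as nested linear models of log2(FPKM + 1) with its library-size term.

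The samples, the tests of the groups, the gene lists, the rule for named genes and the other settings named below were fixed before the data were examined. The gene lists drew in part on terms of Fig. 1C and 1D, which the paper found in these same libraries. A list close to such a term is thus no independent test. The rule took the 10 genes with the largest rise and the 10 with the largest fall among genes past the threshold whose groups did not overlap, the 45 signature genes, up to 4 members of each list in the direction of its count and 2 in the other, and the 5 transcripts with the smallest p in each direction; part of the genes it gives are described. Values of transcripts in the first 1999 of the 3792 rows of Table S1, the part held here, had been seen beforehand. Alternatives were the Ballgown model, the replicate number as a block, median-ratio scaling, other filters, a pseudocount of 0.1 and each library left out in turn.

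The steps were tested on simulated data with known changes in 50 genes or transcripts per size. Of genes changed by 0.5, 1, 2 and 3 on the log2 scale, limma recovered 8%, 52%, 86% and 86% at an adjusted p under 0.05, with 8 false calls among 12750 genes. Of transcripts changed by the same sizes, it recovered 0%, 2%, 48% and 40%, with 2 false calls among 78723. The Ballgown model recovered 2%, 16%, 18% and 52% of the genes and 0%, 0%, 0% and 4% of the transcripts, with 0 false calls. Where no list was given a change, Fisher's exact test called 10 of 60 list tests and the matched sets called 0. The transcripts changed by the sizes above were still among the data. Pearson's r across genes between libraries lay between 0.909 and 0.932, and genes are not independent replicates. Genes with a value of 0 in a group are given by library without a fold change.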

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

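The tests of macrophage RNA, of scaling by the genes outside the list and of the splits under the fold cut-off of 1.2 were chosen after the results were seen, and so were the 4 lists weighed by the number of transcripts per gene, while the matched random sets themselves had been set beforehand.

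The NF-kappaB target list was higher in the TAMs group, which the paper does not discuss: 17 of 19 tested genes were higher, with a median log2 fold change of 0.34; 0 passed over all genes in limma, 10 were higher at an unadjusted p under 0.05 and 10 rose when adjusted over the list alone (camera adjusted p = 7.6e-07, and 0.21 with an estimated correlation). TNFAIP3, a feedback inhibitor of NF-kappaB, was at an FPKM of 2.31 ± 0.21 in the MDMs group and 3.89 ± 0.09 in the TAMs group (SD, n = 3 each; adjusted p = 0.16 from limma). The list of cholesterol and lipid synthesis was higher too, with a median log2 fold change of 0.17; 0 of 29 genes passed in limma over all genes or when adjusted over the list alone, with 4 higher at an unadjusted p under 0.05 (camera adjusted p = 0.029, and 0.21 with an estimated correlation), and without MDMs replicate 1 or TAMs replicate 2 its adjusted p was 0.068 and 0.051. From fry the adjusted p of each of these lists was 0.018. By transcripts, NF-kappaB targets and cholesterol and lipid synthesis passed among higher ones against matched sets in limma (adjusted p = 0.024 and 0.045). They did not in the Ballgown model with a fold change of at least 1.2, added after the data were examined (0.36 and 0.077). In Fisher's exact test both passed in limma (adjusted p = 0.0094 and 2.9e-04), and neither did at a mean FPKM of at least 1 (0.31 and 0.072). With the Ballgown model over the transcripts tested in limma, that test passed for cholesterol and lipid synthesis (0.0052) and not for NF-kappaB targets (0.18). LDLR, the LDL receptor gene, was at 22.7 ± 1.32 and 29.9 ± 1.02 (SD, n = 3 each; adjusted p = 0.21 from limma).

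The interferon-stimulated genes rose by a median of 7.05 FPKM. RNA of macrophages carried over with the medium would bring their abundant transcripts along, but 23 macrophage genes under FPKM 1 in the MDMs group rose by a median of 0 and an upper quartile of 0.068 FPKM. As 8 of them were listed at 0 in all 6 libraries, which can be a failed estimate, the other 15 alone had a median rise of 0.0053 and an upper quartile of 0.14; the largest was 1.35, in CD74, and CD14 was at 0.62 and LYZ at 0.11 in the TAMs group. A wrong scaling of a library would move its genes alike, but the 12691 tested genes outside the list had a median log2 fold change of 0.0091 and an upper quartile of 0.15, and the list had a lower quartile of 0.79. These values argue against both explanations as the whole cause. A response of MCF7 to TAMs CM may therefore underlie the pattern. That is a hypothesis drawn from the same libraries, and it was not itself tested. A difference of donor or batch of medium between the groups could not be told apart from it, and the component of the medium was not tested.

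The cytosolic ribosomal protein genes had a median log2 fold change of -0.17. Of 10000 random lists of genes nearest to them in length and mean FPKM, the middle 95% had a median between -0.04 and 0.06, although the matched genes were longer (median 964 against 787 bases) and less abundant (median FPKM 176 against 272), so the match was incomplete. Adding the FPKM of 1042 pseudogenes to their parent genes gave a median of -0.18. Short and abundant transcripts, as far as the match goes, and reads shared with pseudogenes are thus unlikely as the whole cause; the list did not pass with an estimated correlation, and a difference between the media stays open, as a hypothesis.

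Splicing, translation factor, nuclear envelope and focal adhesion genes were over-represented among genes with a lower transcript in Fisher's exact test, with an adjusted p between 0.0015 and 0.030; splicing and translation factor genes were so among genes with a higher transcript too (0.038 and 0.030). Against random sets matched on the number of tested transcripts, 0 of the 4 lists passed in either direction, so the number of transcripts per gene is a candidate explanation for these results. A change of single transcripts in these genes was not excluded.

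The 6 libraries allow 10 splits into groups of 3, too few for a share under 0.05. Of these splits, 1 gave as many transcripts at an adjusted p under 0.05 as the real one, itself (34, and at most 16 in the others), 1 as many at an unadjusted p (4288 and 3535), 1 as many genes at an adjusted p (70 and 27) and 1 as many signature genes (28 and 10). The signature genes were chosen by the paper on the real split, so their count there is no test of chance. The count of gene lists was reached in 3 splits (6 and 9), and that of list tests by transcripts in 2 (14 and 14). These counts do not show which lists passed. Of the interferon-stimulated genes, 51 had an unadjusted p under 0.05 from limma on the real split and 0 to 2 on the others. As the lists drew in part on terms the paper found on the real split, this is no independent test of chance. With the Ballgown model and a fold change of at least 1.2, the real split gave 3792 transcripts and the highest other 3716, and 1 split was as large; the cut-off had been chosen on the real split.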

How the results depend on the processing

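The Ballgown models without a filter and with a fold cut-off were added after the data were examined. The cause of a change was not tested, except where fewer libraries or features entered. At an adjusted p under 0.05, the 34 transcripts became 15 in the Ballgown model (0 up-regulated), 18 without a filter and 11 to 35 with a library left out (14 without MDMs replicate 2, 11 without MDMs replicate 3, 18 without TAMs replicate 2, 22 without TAMs replicate 3); the 70 genes became 4 (0 up-regulated), 39 and 37 to 100 (37, 37 and 41 without MDMs replicate 1, 2 and 3). At an unadjusted p, the 4288 transcripts became 1635 at a mean FPKM of at least 1, fewer being tested, and 9773 in the Ballgown model without a filter. The down-regulated share was 57.3% to 59.7% without an MDMs library and 42.0% to 44.9% without a TAMs library.

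Of the 6 gene lists that passed in camera, 0 did with an estimated correlation. The adjusted p was then 0.0813 for interferon-stimulated and for MHC class I genes and 0.169 for negative regulators of interferon. It was 0.208 for NF-kappaB targets and for cholesterol and lipid synthesis, and 0.304 for cytosolic ribosome. In fry the ribosome list had 0.0903, and the other 5 passed. Their adjusted p from fry was 0.0014 for interferon-stimulated genes, MHC class I genes and negative regulators of interferon. It was 0.018 for NF-kappaB targets and for cholesterol and lipid synthesis. Cholesterol and lipid synthesis ran from 0.0387 to 0.0675 with a library left out. List tests by transcripts went from 14 to 5 at a mean FPKM of at least 1, 7 against matched sets, 24 in the Ballgown model with a fold of at least 1.2 and 4 there against matched sets. Signature genes went from 28 to 45 in the Ballgown model, with or without the fold; at the gene level 0 to 1 passed with a library left out, 1 without TAMs replicate 1 or 2. Of the genes described, 0 changed direction in the Ballgown model, with the replicate block, with median-ratio scaling, with a pseudocount of 0.1 or with a library left out. Part of this was fixed in advance. The replicate block leaves each log2 fold change as it was, since each number occurs once in each group. Median-ratio scaling moved the log2 fold changes by a median of only 0.0103. Genes picked because their groups did not overlap cannot change direction when a library is left out.

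Whether same-numbered libraries of the groups shared a donor, day or batch of medium is not stated. The correlations of their deviations were 0.044, 0.001 and 0.004, and replicates 2 and 3 did not correlate best with their own number. With so few libraries these correlations can miss a shared factor. With a replicate block, 1 transcript and 11 genes passed, and 3748 transcripts at an unadjusted p. The alternative for count tables was not run, since the file holds FPKM. Depth is known only in relative terms, so no counting limit is given.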

Differences from the paper's values

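In limma over all 6 libraries and the 78723 transcripts tested, no value differed from the paper's by over 1.5 times. For transcripts this compares totals and not which transcripts were called. The paper's 3792 transcripts, 1536 up-regulated and 2256 down-regulated, stand beside 4288, 2114 and 2174 here at an unadjusted p under 0.05; the paper calls a p under 0.05 significant in general, and its text names no fold cut-off for this comparison. Other settings did differ by over 1.5 times: 1635 transcripts (896 up-regulated and 739 down-regulated) at a mean FPKM of at least 1, and 2510, 2515 and 2400 up-regulated without TAMs replicate 1, 2 and 3. So did 9773 (2382 and 7391) in the Ballgown model without a filter and 5797 (2623 up-regulated) there without the library-size term, both chosen after seeing the values. The Ballgown model over all transcripts with a non-zero variance and a fold change of at least 1.2 gave 3792, 1536 and 2256, the paper's counts, and it drops 0 of the rows of Table S1 held here; the cut-off was chosen after seeing the values, from the smallest folds of that table. Of those 3792 transcripts, 3786 were tested in limma and 2258 had an unadjusted p under 0.05 there. Another 5 cut-offs were counted for down-regulated transcripts and gave 722 to 2256. With and without the fold cut-off, the Ballgown model called a transcript in all 45 signature genes, against 28 in limma. In RBM15B, ZCCHC9 and PCED1B, a called transcript was above 0 only in MDMs replicate 3. In the rows of Table S1 held here, p from the same model differed by at most 5e-08. Of these rows, 6 had a q under 0.05, and the median q was 0.38. The first and second components held 21.9% and 20.4% of the variance here and about 22% and 20% in Fig. 1A, read by eye.

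The paper states that up-regulated genes were enriched for negative regulation of type I interferon signalling. The list of these regulators had a camera adjusted p of 3.4e-05 here, and 0.17 with an estimated correlation. The interferon-stimulated list had the larger median log2 fold change, 1.44 against 0.18 (camera adjusted p = 0.081 with an estimated correlation). In fry both lists passed (adjusted p = 0.0014 each). The paper states that the down-regulated genes concern the nuclear envelope, ribosome, spliceosome, endosomal and lysosomal membrane and focal adhesion. Of these, the ribosome list was lower here in camera with a preset correlation (adjusted p = 7.1e-17). It did not pass with an estimated correlation (adjusted p = 0.30) or in fry (adjusted p = 0.090). By lower transcripts in limma it passed in Fisher's exact test and against matched sets (adjusted p = 3.6e-10 and 0.010). It did so too in the Ballgown model with a fold change of at least 1.2, chosen after seeing the values (1.7e-11 and 0.00465). By higher transcripts in that setting it passed in Fisher's exact test (0.020) and not against matched sets (0.95). The endosome and lysosome list had 60 genes higher and 28 lower; by transcripts it passed in the Ballgown model among lower ones and among higher ones (Fisher's exact test, adjusted p = 0.046 and 0.0054), and in limma in neither direction (0.32 and 0.13). The splicing, nuclear envelope and focal adhesion lists passed by lower transcripts in Fisher's exact test, splicing by higher ones too. They did not pass at the gene level or against matched sets. With a mean FPKM of at least 1 in limma, none of them passed by lower transcripts (Fisher's exact test, adjusted p = 0.31, 0.85 and 0.51). In the Ballgown model with a fold change of at least 1.2, focal adhesion passed by higher transcripts as well (0.0045). The paper states, from GO enrichment, that transcription, splicing, transport, translation and cell cycle processes were dysregulated. Lists made by hand stand in here for those GO terms, and by camera 0 of the lists of these processes passed. By lower transcripts in limma, Fisher's exact test passed for splicing (adjusted p = 0.030) and translation factors (0.0015), and in the Ballgown model too (0.0040 and 3.9e-04), and for none of the others of these lists; both also passed by higher transcripts (0.038 and 0.030 in limma, 0.0041 and 3.9e-04 in the Ballgown model). In the Ballgown model with a fold change of at least 1.2, chosen after seeing the values, it passed for RNA polymerase II transcription (adjusted p = 0.0019), splicing (1.6e-08), nucleocytoplasmic transport (0.0072), protein transport (0.0042), translation factors (2.0e-05), the S phase (0.012) and the endosome and lysosome list (0.0042), and not for the G2 and M phases (0.11). By higher transcripts in that setting it passed for splicing (3.0e-04), translation factors (6.5e-04) and the endosome and lysosome list (6.5e-04), and not for the other 5. Against matched sets in that setting, none of these 8 lists passed in either direction (adjusted p between 0.14 and 1.00). Fig. 1C, the panel of up-regulated genes by its legend, shows nuclear envelope, lysosomal membrane, early endosome and growth cone, which the text gives for down-regulated genes. Growth cone genes were not tested here.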

Other observations

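The count of genes listed at 0 over other splits was chosen after the result was seen. The lists of the estrogen response and of luminal identity did not pass. Of 29 estrogen receptor targets, 11 were higher and 18 lower in the TAMs group and 0 passed in limma, with 2 higher and 4 lower at an unadjusted p under 0.05 (camera adjusted p = 0.42). PGR, the progesterone receptor gene, was at an FPKM of 10.2 ± 1.73 in the MDMs group and 5.40 ± 1.59 in the TAMs group, and TFF1, an estrogen-induced secreted peptide gene, at 1095 ± 84.2 and 1423 ± 157 (SD, n = 3 each; adjusted p = 0.33 and 0.37 from limma). Of 17 luminal genes 11 were higher, and of 13 mesenchymal genes 8 were (camera adjusted p = 0.48 and 0.85). In the list of the unfolded protein and integrated stress responses, 13 genes were higher and 14 lower (camera adjusted p = 0.85), and ASNS, asparagine synthetase, fell from 26.7 ± 2.97 to 14.9 ± 0.24 (SD, n = 3 each; log2 fold change -0.79, adjusted p = 0.041 from limma), although it did not pass without any of the 6 libraries (0.092 to 0.14) or in the Ballgown model (0.40).

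Of 61 oxidative phosphorylation genes 36 were higher, of 78 mitochondrial ribosome genes 49, of 26 p53 targets 18, of 37 glycolysis and hypoxia genes 27, of 10 immediate early and heat shock genes 8 and of 6 histone genes 2, with a camera adjusted p of 0.56, 0.42, 0.35, 0.24, 0.35 and 0.80. By transcripts, oxidative phosphorylation passed among higher ones in limma (Fisher's exact test, adjusted p = 0.033) and not against matched sets (0.53) or in the Ballgown model (0.25). Without TAMs replicate 1, the glycolysis and hypoxia list had an adjusted p of 3.3e-07, higher in the TAMs group. Of 14 STAT3 targets 8 were higher, with a median log2 fold change of 0.19 and a mean of -0.08 (camera adjusted p = 0.10; 0.011 without MDMs replicate 3 and 0.013 without TAMs replicate 1). By transcripts, 5 of 15 STAT3 targets had a higher one in limma (Fisher's exact test, adjusted p = 0.035, and 0.038 against sets matched on the number of transcripts), and 4 in the Ballgown model (0.16). Of 7 mitochondrially encoded genes tested, 2 were higher (camera adjusted p = 0.25; 0.037, lower, without TAMs replicate 3), and their values hold failed estimates: MT-CYB was at 2341, 1976 and 2603 in the MDMs group and at 2076, 0 and 2391 in the TAMs group. Of 3 macrophage markers tested 3 were higher (camera adjusted p = 0.14), and 15 of 15 lymphocyte and 10 of 11 stromal markers had a mean FPKM under 1.

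Of the transcripts with the smallest p, some were near 0 in each library of a group. The transcript ENST00000295902 of PRICKLE2, a planar cell polarity gene, was at 0, 0.016 and 0.021 in the MDMs group and 10.4, 9.03 and 9.68 in the TAMs group. The transcript ENST00000375732 of MPP7, a cell junction scaffold gene, was at 6.77, 8.20 and 7.56 and at 0.0026, 0.0076 and 0 (adjusted p = 0.0066 and 0.0078 from limma). RP11-20O24.4-001 was at 43.4, 39.9 and 38.2 in the MDMs group and listed at 0 in the TAMs group. Of genes listed at 0 in a whole group and above an FPKM of 1 in each library of the other, the real split had 7 and the highest other split 9, and the 10 splits are too few for a share under 0.05.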
